A study of Drosophila melanogaster with 12 samples. Its data were reported in "NF-κB-mediated developmental delay extends lifespan in Drosophila" (2025).

How the data were processed

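Poly(A) RNA of whole female flies had been sequenced by the authors. The labels describe a pair of library preparations, in the same words for every sample, and do not say which library was made by which, so a batch of that kind could not be tested. Per the labels and the methods of the paper, the authors aligned reads with STAR 2.7.3a to the BDGP6 genome, counted reads per gene with HTSeq 0.11.2 and normalised with DESeq2 1.20.0. The deposited values are a normalised signal: gene counts divided by 1 size factor per library, given by gene symbol. In each library every value was a whole multiple of 1 step within 0.01, so 100% of values gave whole reads, and the steps ranged from 0.798 to 1.32. Whether the counting used strand is not given in the sources used here, so overlapping and antisense genes are uncertain. Counts of reads that map to several near-identical genes depend on the authors' counting. The labels name the genotypes wOB and ptth120BC2, the paper names the wild type and the allele otherwise and gives other ages, and the groups here follow the labels.

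Of 17714 gene rows, 11403 with a normalised count of at least 10 in at least 3 of the 12 libraries were tested. Values were log2-transformed with a pseudocount of 1, so fold changes of low genes are understated. All libraries entered a single model of 4 groups in limma 3.58.1 (R 4.3.3, lmFit and eBayes with a trend, two-sided), and p-values were adjusted by the Benjamini-Hochberg method. A gene was called at an adjusted p under 0.05 and a fold change over 1.5 between genotypes or over 2 between ages, and by the adjusted p alone for the interaction. The 31 gene lists were tested with camera at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. With an estimated correlation no list passed in any comparison. The design text calls the libraries of a group biological replicates and does not say whether they came from separate cultures, so p-values measure the spread between these libraries.

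The gene lists, tests, thresholds, alternatives and the rule for named genes were fixed before the data were examined. The rule named the hormone, its receptor, 4 immune signalling genes and the members of both immune effector lists, then for each comparison the 8 largest called changes in each direction with a mean of at least 50 and no overlap between replicates (the last not for the interaction), and up to 4 called members of each list that passed. DptA, AttC, Dro and similar genes fall under its first part. Positions came from a later annotation of the same Release 6 assembly, in which 11363 of the tested symbols were found. Leaving out the 3 libraries with male transcripts, and running the lists other than the immune effectors under other scalings, was chosen after the data were seen. The recovered reads were also tested with edgeR 4.0.16 (quasi-likelihood, TMM) and DESeq2 1.42.0. Other alternatives changed the pseudocount, the filter, the scaling, the libraries in the model, a replicate block, library weights and each replicate left out.

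The procedure was tested on simulated counts of the same 11403 genes with 200 of them changed. Each library was drawn independently, with a mean and dispersion per gene common to all groups. The simulation therefore held no libraries with male transcripts and no shared shift of many genes. The shares below do not measure recovery in the comparisons that use the young groups as they are. Of genes changed 2-fold it recovered 58.2% for genotype at the young age, 74.6% for genotype at the old age, 29.9% for age in wild type, 35.8% for age in mutants and 59.7% for the interaction. The fold threshold between ages lies at that size. Of genes changed 4-fold it recovered 84.8%, 87.9%, 78.8%, 86.4% and 83.3% in the same order, and of those changed 1.5-fold 31.3% and 34.3% for genotype at the young and old age and 16.4% for the interaction, a size under the fold threshold between ages.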

Results

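RNA was sequenced from whole bodies of female fruit flies of 2 genotypes at 2 ages. Ptth encodes the prothoracicotropic hormone, a brain neuropeptide that drives ecdysteroid synthesis in the larval prothoracic gland. The groups were young wild type, young Ptth mutants, old wild type and old Ptth mutants, with 3 libraries each and about 15 flies per library. The submitters' design text gave ages of 1 and 5 weeks. The deposited values were gene counts divided by a size factor per library, and whole reads could be recovered from them. The depth lay between 16448805 reads in wild type old replicate 3 and 28206866 in wild type young replicate 2. All values below are means of these normalised counts with SD (n = 3), and log2 changes carry their SE.

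Transcripts of the male reproductive tract were present in 3 young libraries labelled female. The 25 genes of that list, which held accessory gland proteins and sperm proteins, summed to 6331 normalised counts in wild type young replicate 1, 19341 in wild type young replicate 2 and 8837 in Ptth mutant young replicate 1. In the other 9 libraries the sum was at most 49.3. The male dosage compensation RNA roX1 reached 812, 1968 and 502 in these 3 libraries and at most 179 elsewhere. The same libraries separated from the rest along the first principal component, which held 79.2% of the variance. The total number of genes in each comparison that uses the young groups is therefore given also without these libraries, which leaves 1 young wild type library whose spread is assumed to be that of the other groups.

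**Figure D1:**
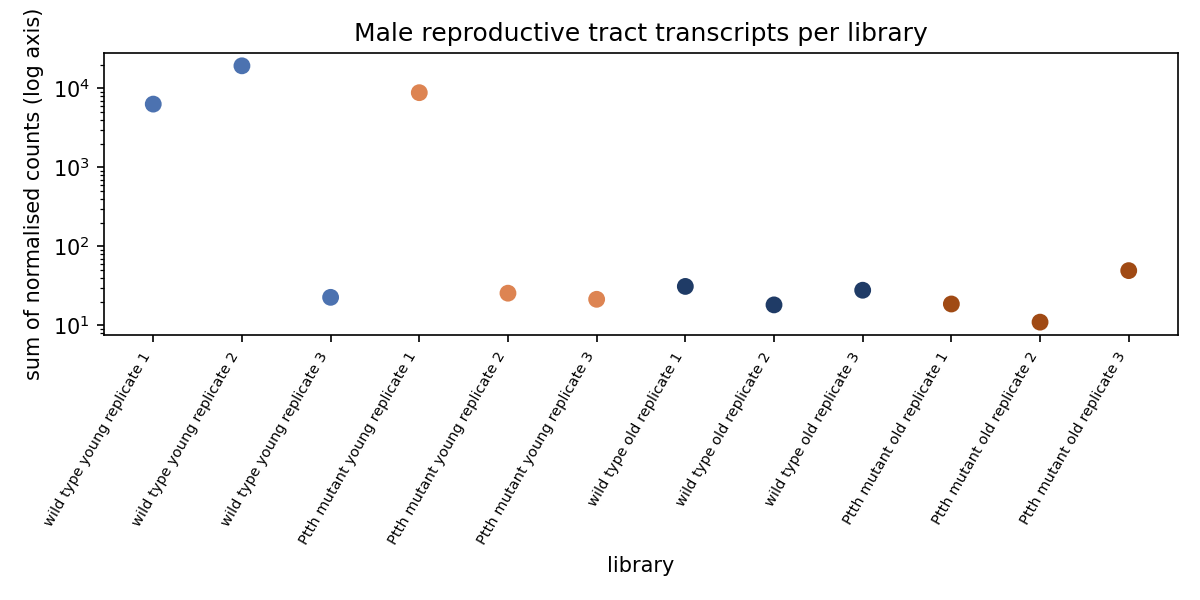
Sum of normalised counts over the male reproductive tract genes (log axis) in each of the 12 libraries, coloured by group. Wild type young replicates 1 and 2 and Ptth mutant young replicate 1 lie at 6331 or above, and the other 9 at 49.3 or below.

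Ptth itself was measured first. The gene lies on chromosome 2L, 575711 to 576896 of the Release 6 assembly, on the minus strand. The labels name the mutant genotype ptth120BC2 and do not say what its lesion is. The study describes a small deletion in the last exon for an allele it names otherwise. The transcript level is therefore no firm check of the labels. Its normalised count was 33.6 ± 7.33 in young wild type and 23.1 ± 4.97 in young mutants, and 76.1 ± 0.776 and 52.3 ± 7.81 in the old groups. The genotypes did not differ past the threshold at the young age (-0.52 ± 0.22, adjusted p = 0.133) or the old age (-0.54 ± 0.22, adjusted p = 0.232). Ptth rose with age in wild type (1.18 ± 0.22, adjusted p = 0.00663) and in mutants (1.16 ± 0.22, adjusted p = 0.00892). The count of tor, the receptor of the hormone, was 1602 ± 364 in young wild type and 2300.2 ± 93.5 in young mutants (0.55 ± 0.13, adjusted p = 0.0308), below the 1.5-fold threshold and so not called, and with the male-transcript libraries left out the log2 change was 0.23 (adjusted p = 0.608).

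The first comparison asked how mutants differed from wild type at the young age. The cytokine gene upd3 fell from 55.2 ± 10.7 to 9.69 ± 3.55 in mutants (-2.43 ± 0.27, adjusted p = 2.00e-04), and Socs36E, a target and inhibitor of JAK-STAT signalling, from 947 ± 131 to 535 ± 62.2 (-0.82 ± 0.16, adjusted p = 0.00883). Act88F, the actin of indirect flight muscle, fell from 8888 ± 3439.6 to 1393 ± 219 (-2.59 ± 0.30, adjusted p = 3.31e-04). Of the antimicrobial peptide genes, AttD (-3.18 ± 0.52, adjusted p = 0.00339) and Def (-1.64 ± 0.36, adjusted p = 0.0192) were lower. bam, which drives germline cystoblast differentiation, was higher (0.91 ± 0.12, adjusted p = 8.94e-04), as were Adh, the alcohol dehydrogenase (2.26 ± 0.41, adjusted p = 0.00713), and Cyp12d1-p, a cytochrome P450 (2.99 ± 0.33, adjusted p = 2.30e-04). With the 3 libraries that held male transcripts left out Cyp12d1-p still passed (3.63, adjusted p = 0.00822), while the others kept their direction and missed the threshold: upd3 (-2.23, adjusted p = 0.0657), Socs36E (-0.67, 0.375), Act88F (-1.97, 0.0892), AttD (-3.34, 0.141), Def (-1.41, 0.436), bam (0.65, 0.0643) and Adh (2.63, 0.113).

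Several genes known from the early embryo were among the 8 largest falls in young mutants. bnk and Bsg25A, both expressed at the blastoderm stage, had 74.1 ± 41.1 and 75.7 ± 53.3 normalised counts in young wild type, and 0.326 ± 0.564 and 0.339 ± 0.587 in young mutants. Tom had 106 ± 53.1 and 1.95 ± 3.38, CG10035 had 242 ± 96.2 and 0.664 ± 0.576, and Elba3 had 70.6 ± 64.1 in young wild type and was 0 in all 3 young mutant libraries. These 5 genes passed also with the male-transcript libraries left out, where adjusted p was 0.0200 for bnk and 0.0445 for CG10035. In wild type young replicate 3, which had no male transcripts, bnk was at 67.8 and CG10035 at 136. Of 16 other genes of the early embryo 7 were called lower in young mutants, and 3 with the male-transcript libraries left out.

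In all, 549 of 11403 genes passed the thresholds at the young age, 118 higher and 431 lower in mutants. Among gene lists, the 26 cell cycle genes were all higher with none passing alone (mean log2 change 0.40, camera adjusted p = 4.85e-09, adjusted p = 0.805 with an estimated correlation). Germline and oocyte genes were higher (mean 0.24, 16 of 19 higher, 1 called and 1 adjusted over the list alone, camera adjusted p = 0.00104, adjusted p = 0.805 with an estimated correlation), and muscle genes (mean -0.30, 21 of 24 lower, 1 called and 1 adjusted over the list alone, camera adjusted p = 0.00542, adjusted p = 0.805 with an estimated correlation), photoreceptor and neuron genes (mean -0.27, 22 of 24 lower, 1 called and 1 adjusted over the list alone, camera adjusted p = 9.24e-04, adjusted p = 0.805 with an estimated correlation) and yolk and eggshell genes (mean -0.31, 18 of 23 lower, 0 called and 0 adjusted over the list alone, camera adjusted p = 0.0312, adjusted p = 0.805 with an estimated correlation) were lower. The antimicrobial peptides were lower (mean -1.33, 2 of 14 called over all genes and 3 adjusted over the list alone, camera adjusted p = 0.0175, adjusted p = 0.805 with an estimated correlation). That list was largely chosen by the study on these samples and is not independent evidence of its direction. Its test missed the threshold without wild type young replicate 3 (adjusted p = 0.0811), Ptth mutant young replicate 2 (0.101) or replicate 3 (0.0681). The male tract list was lower too (mean -2.62, camera adjusted p = 0.0232, adjusted p = 0.805 with an estimated correlation). The oxidative phosphorylation list tested as higher with a median of 0.10 but a mean of -0.11 (camera adjusted p = 0.0175, adjusted p = 0.805 with an estimated correlation). Without the 3 libraries with male transcripts its mean was 0.16, that of the cell cycle list 0.13 and that of the antimicrobial peptides -1.77 (camera adjusted p = 2.02e-05). The means were 0.11 for germline (camera adjusted p = 0.0714), -0.09 for muscle (0.449), -0.07 for photoreceptor and neuron (0.185) and -0.04 for yolk and eggshell genes (0.725), so that none of these 4 passed there. No antimicrobial peptide, germline, muscle or photoreceptor and neuron gene was called there over all genes. Without the 3 libraries with male transcripts 115 genes passed, 41 higher and 74 lower. Quantile normalisation gave 171 higher and 290 lower, and leaving out 1 library gave 297 (wild type replicate 1), 345 (wild type replicate 2), 2265 (wild type replicate 3), 341 (mutant replicate 2) and 300 (mutant replicate 3).

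**Figure D2:**
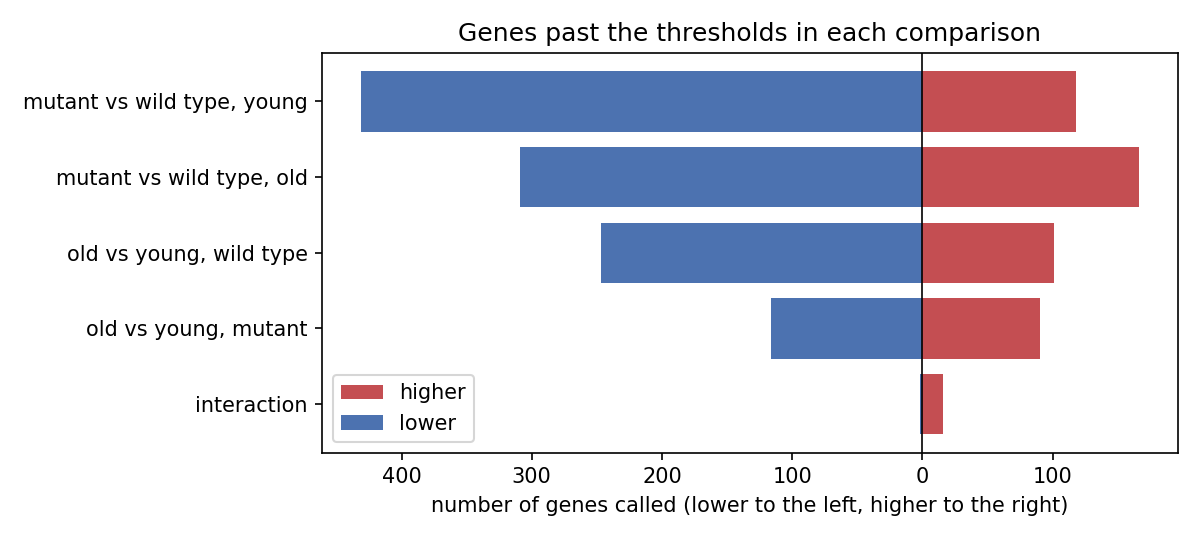
Number of genes past the thresholds in each of the 5 comparisons, lower to the left of 0 and higher to the right. The young genotype comparison has the most lower genes (431) and the interaction the fewest genes (18).

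The second comparison asked how mutants differed at the old age, where no library held male transcripts. Of the antimicrobial peptide genes, AttC on chromosome 2R, 13393705 to 13394667 had 9434 ± 2347 normalised counts in old wild type and 1191 ± 578 in old mutants (-3.10 ± 0.71, adjusted p = 0.0243), DptB on chromosome 2R, 18867391 to 18867895 had 6634 ± 2618 and 401 ± 287 (-4.44 ± 0.97, adjusted p = 0.0193), and Dro on chromosome 2R, 14745961 to 14746714 had 6282 ± 3070.1 and 464 ± 275 (-3.88 ± 0.99, adjusted p = 0.0403). Of the 14 tested members 10 fell over all genes and 13 when adjusted over the list alone (mean -3.36, camera adjusted p = 2.40e-12, adjusted p = 0.457 with an estimated correlation). DptA, at 9015 ± 3007 and 1113 ± 995, missed the threshold (-3.51 ± 1.00, adjusted p = 0.0680). Reads of the close pairs AttA and AttB, CecA1 and CecA2, and DptA and DptB could be split between copies by the counting, so their single values are uncertain.

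Of other immune genes, Rel, the NF-kB factor of the Imd pathway, fell from 4278 ± 509 in old wild type to 2707 ± 70.0 in old mutants (-0.65 ± 0.09, adjusted p = 0.00134), and the recognition protein PGRP-SB1 from 1826 ± 446 to 390.4 ± 149.8 (-2.27 ± 0.40, adjusted p = 0.00525). Of 30 Imd and Toll components 4 fell, and 4 adjusted over the list alone (mean -0.23, camera adjusted p = 0.00397, adjusted p = 0.457 with an estimated correlation). Both immune effector lists were largely taken from the study and are not independent evidence. The Bomanin list, of Toll effector peptides, was lower with 2 of 15 called, 9 adjusted over the list alone (mean -1.05, camera adjusted p = 1.58e-04, adjusted p = 0.720 with an estimated correlation). CG1667, which encodes Sting, fell (-0.75 ± 0.07, adjusted p = 7.37e-05), and so did upd3 (-1.63 ± 0.27, adjusted p = 0.00357) and Socs36E (-0.99 ± 0.16, adjusted p = 0.00274). PGRP-LC, the main Imd receptor, had 1044 ± 196 in old wild type and 742 ± 53.0 in old mutants without passing (-0.48 ± 0.15, adjusted p = 0.103).

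Of 40 digestive proteases and carbohydrases 15 rose in old mutants and 1 fell, 19 adjusted over the list alone (mean 0.56, camera adjusted p = 1.43e-08, adjusted p = 0.693 with an estimated correlation). The amylase Amy-p had 6277 ± 928 in wild type and 17108 ± 3912 in mutants (1.43 ± 0.20, adjusted p = 0.00140), and the protease Jon25Bii changed by 2.09 ± 0.35, adjusted p = 0.00401; both have close paralogs. AkhR, the receptor of adipokinetic hormone, rose (1.21 ± 0.13, adjusted p = 1.54e-04), as did the lipid droplet gene Lsd-1 (0.87 ± 0.19, adjusted p = 0.0184), among 3 called of 20 fat body genes (camera adjusted p = 1.41e-04, adjusted p = 0.693 with an estimated correlation). The chorion genes Cp16 and Cp19 rose by 0.96 and 1.04, among 3 of 23 yolk and eggshell genes (camera adjusted p = 3.01e-04, adjusted p = 0.720 with an estimated correlation). Markers of other tissues differed as well, with cell cycle genes (mean 0.18, 26 of 26 higher, camera adjusted p = 1.69e-04, adjusted p = 0.734 with an estimated correlation) and germline genes (mean 0.12, 16 of 19 higher, camera adjusted p = 0.00888, adjusted p = 0.734 with an estimated correlation) higher and photoreceptor and neuron genes lower (mean -0.21, 23 of 24 lower, camera adjusted p = 1.69e-04, adjusted p = 0.720 with an estimated correlation), with no member of these 3 lists called over all genes or adjusted over the list alone. In all 475 genes passed, 166 higher and 309 lower. The count was 297 without wild type old replicate 3 and 309 without Ptth mutant old replicate 2.

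**Figure D3:**
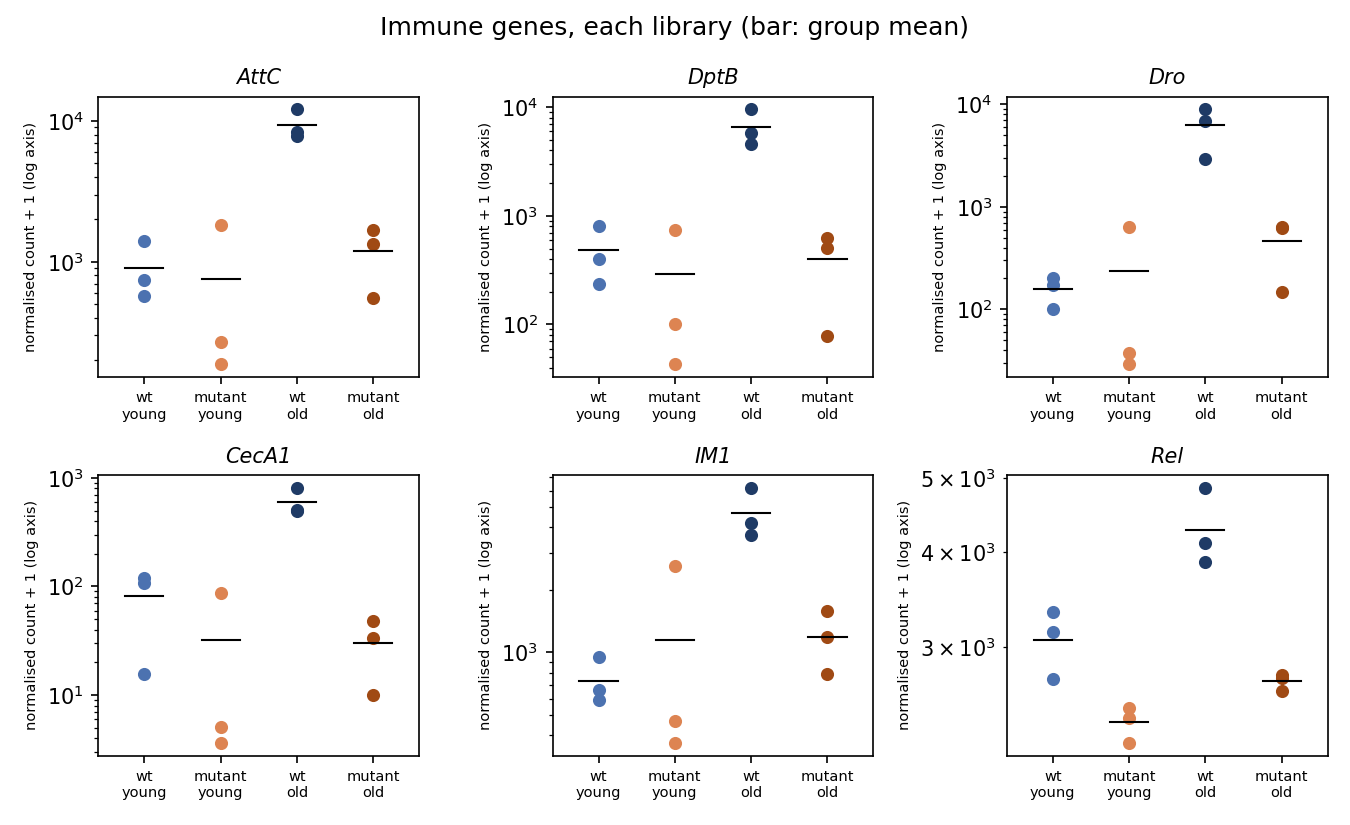
Normalised count plus 1 (log axis) of 6 immune genes in each library, by group, with the group mean as a bar. AttC averages 9434 in old wild type and 1191 in old mutants, and 1 young mutant library lies at 1819, above the other 2.

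At both ages 270 genes were called with genotype in the same direction, 64 higher and 206 lower in mutants. Independent lists of these sizes would share 13.4. The 2 comparisons share no library, but the single model gives each gene the same estimate of spread in both. Genes of low spread are thus more easily called in both, so 13.4 is too low a baseline, as is the value given below. phr6-4, a DNA photolyase, was higher at the young (2.31) and old age (2.75), as were the kinesin gene Klp54D (2.77 and 2.92), CG34195 (3.07 and 3.29) and CG30059 (5.87 and 5.59), which had 1.64 ± 2.07 in old wild type and 102 ± 13.5 in old mutants. With the male-transcript libraries left out the shared genes numbered 77, 34 higher and 43 lower, where 2.78 would be shared by chance. There phr6-4 missed the threshold at the young age, although its log2 change did not shrink (2.33, against 2.31 with all libraries). Klp54D (2.94), CG34195 (2.87) and CG30059 (5.86) passed.

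The third comparison asked what changed with age in wild type. TpnC4, a troponin C of flight muscle, went from 1529.5 ± 184 to 24.1 ± 5.20 (-5.95 ± 0.25, adjusted p = 7.25e-08), the actin Act79B from 7017 ± 1059.5 to 1324 ± 212 (-2.41 ± 0.12, adjusted p = 4.12e-07) and myosin heavy chain Mhc from 27491 ± 3224 to 10576 ± 1728 (-1.38 ± 0.12, adjusted p = 3.34e-05). Of 24 muscle genes 17 fell, 17 adjusted over the list alone (mean -1.51, camera adjusted p = 1.26e-28, adjusted p = 0.159 with an estimated correlation). Oxidative phosphorylation genes were lower by less (mean -0.78, 1 of 68 called, 5 adjusted over the list alone, camera adjusted p = 5.73e-34, adjusted p = 0.323 with an estimated correlation).

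Among immune effectors Dro rose with age in wild type from 157 ± 51.7 to 6282 ± 3070.1 (5.23 ± 0.99, adjusted p = 0.00649), AttC from 904 ± 442 to 9434 ± 2347 (3.46) and IM1, the Bomanin BomS1, from 731 ± 194 to 4672 ± 1321 (2.67 ± 0.58, adjusted p = 0.0136). Of the antimicrobial peptides 11 of 14 rose, 12 adjusted over the list alone (mean 3.18, camera adjusted p = 2.64e-09, adjusted p = 0.358 with an estimated correlation), and of the Bomanin list 9 of 15, 11 adjusted over the list alone (mean 1.83, camera adjusted p = 1.08e-08, adjusted p = 0.390 with an estimated correlation). CG10035 fell from 242 ± 96.2 to 2.28 ± 2.05, and the male tract list was lower (mean -4.74, camera adjusted p = 2.26e-06, adjusted p = 0.618 with an estimated correlation). In all 348 genes passed, 101 higher and 247 lower. Without the libraries with male transcripts 1 young wild type library remained, and TpnC4, Act79B, Mhc, Dro, AttC and IM1 passed also there. AttD, CecA2, CecB, DptA, DptB, Mtk, CG16836, IM3, IM4 and IM14 kept their direction and missed the threshold, although none of their log2 changes shrank. AttD went from 2.20 to 2.60, CecA2 from 3.99 to 4.87 and DptA from 4.09 to 4.16. The called genes then numbered 6 antimicrobial peptides, CecA1 newly among them, 5 of the Bomanin list, 8 muscle and 0 oxidative phosphorylation genes, or 13, 12, 12 and 1 adjusted over the list alone, and the list means were -1.25 for muscle, -0.40 for oxidative phosphorylation, 3.64 for antimicrobial peptides, 2.16 for Bomanins and 0.19 for the male tract. Without the 3 libraries with male transcripts the split was 130 higher and 103 lower, under quantile normalisation 204 and 153, and without wild type young replicate 3 the count was 1515.

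**Figure D4:**
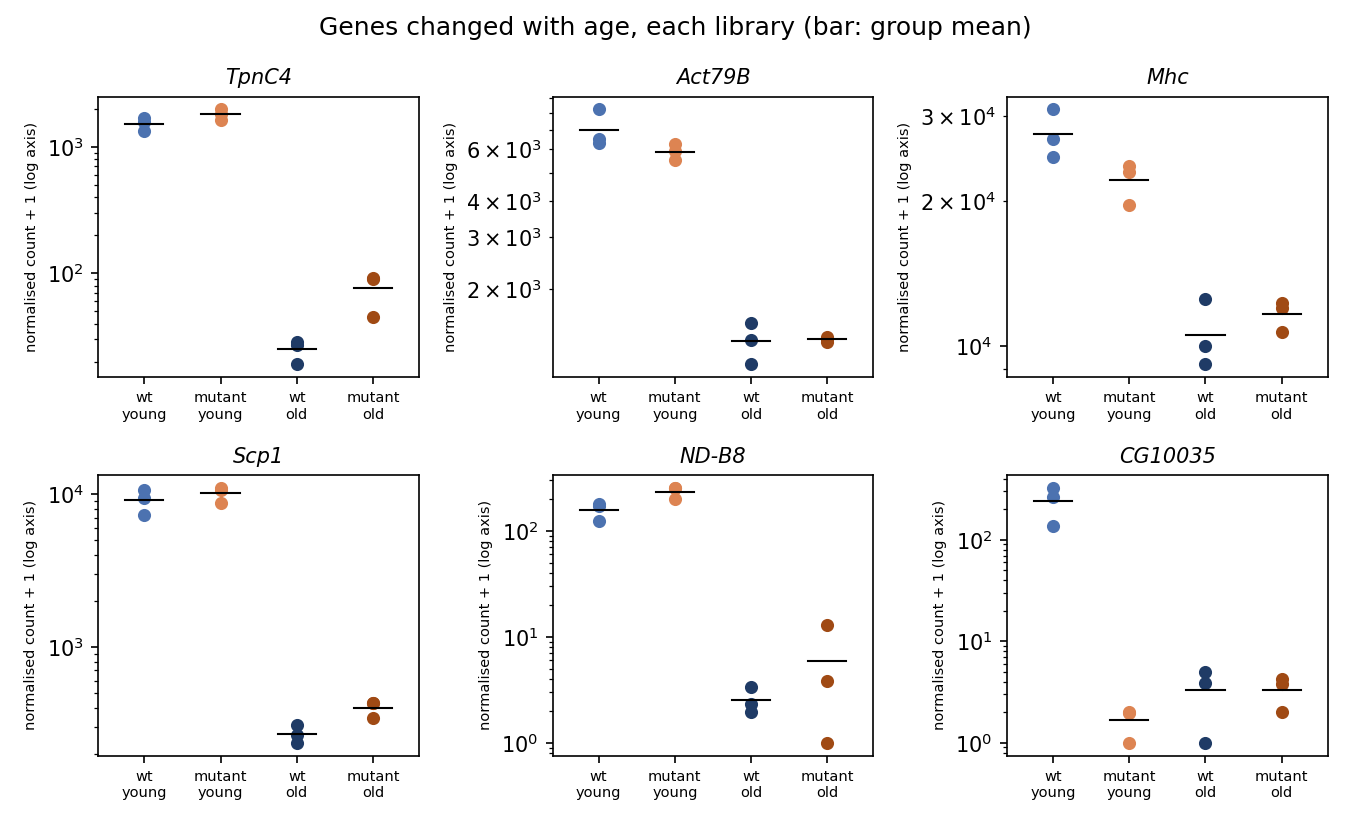
Normalised count plus 1 (log axis) of 6 genes in each library, by group, with the group mean as a bar. TpnC4 averages 1529.5 in young and 24.1 in old wild type, and CG10035 is high in the young wild type libraries alone.

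The fourth comparison asked the same in mutants. Muscle genes fell here too, with 8 of 24 called, 8 adjusted over the list alone (mean -1.07, camera adjusted p = 2.03e-25, adjusted p = 0.214 with an estimated correlation). TpnC4 changed by -4.64 ± 0.25, adjusted p = 1.22e-06, and Scp1, a sarcoplasmic calcium-binding protein, went from 10103 ± 1156 to 398 ± 47.9 (-4.66 ± 0.15, adjusted p = 9.04e-09). The metallothioneins MtnA (1.72 ± 0.22, adjusted p = 7.80e-04) and MtnB (3.29 ± 0.50, adjusted p = 0.00205) rose, among 4 of 43 detoxification genes (camera adjusted p = 7.10e-04, adjusted p = 0.709 with an estimated correlation). The cytokine gene upd3 rose with age in mutants too (1.44, limma adjusted p = 0.00710), and by 1.47 with the male-transcript libraries left out. Of the antimicrobial peptides Def alone passed (1.81 ± 0.36, adjusted p = 0.0114), 2 genes adjusted over the list alone (mean 1.15, camera adjusted p = 0.00257, adjusted p = 0.709 with an estimated correlation). With the male-transcript libraries left out 4 passed, 10 adjusted over the list alone. The list mean was 2.05 without Ptth mutant young replicate 1, and its test missed the threshold without Ptth mutant young replicate 2 (adjusted p = 0.0848). In all 206 genes passed, 90 higher and 116 lower. Without the 3 libraries with male transcripts 247 passed, and the balance turned, with 150 higher and 97 lower, and the list means were -1.03 for muscle and 0.32 for detoxification.

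The last comparison set the age changes of both genotypes against each other. They shared 132 genes in the same direction, where independent lists would share 3.31. Both lists use the same estimate of spread per gene, so that baseline is too low. In wild type alone 215 genes were called, of which 181 had an estimate of the same sign in mutants and 8 passed the test of the difference itself. In mutants alone 73 were called. With the 3 libraries that held male transcripts left out these counts were 123 in wild type alone, of which 95 had the same sign in mutants and 5 passed the test of the difference, and 137 in mutants alone, with 110 shared, so which was larger turned. The count in wild type alone was 1378 without wild type young replicate 3, and that in mutants alone was 42 without Ptth mutant young replicate 2, 48 without young replicate 3, 37 without old replicate 1 and 45 without old replicate 3. The interaction test called 18 genes, 16 with a higher and 2 with a lower age change in mutants. They included Act88F (3.32 ± 0.43, adjusted p = 0.0147), CG10035 (7.41 ± 1.00, adjusted p = 0.0149) and l(2)gl, a cell polarity gene (-0.65 ± 0.11, adjusted p = 0.0448). No antimicrobial peptide passed it over all genes: DptA gave -0.68 ± 1.42, adjusted p = 0.867 and Dro -3.11 ± 1.40, adjusted p = 0.734. As a list they were lower (mean -2.03, 3 adjusted over the list alone, camera adjusted p = 7.76e-06, adjusted p = 0.577 with an estimated correlation), and the mean was -1.12 without Ptth mutant young replicate 1. With the 3 libraries that held male transcripts left out, 1 young wild type library remained, and CG10035, Act88F and l(2)gl missed the threshold. Their interactions kept their direction there, at 6.83, 2.69 and -0.57. No antimicrobial peptide passed there adjusted over the list alone. Without the 3 libraries with male transcripts 6 genes passed the interaction test, and without wild type young replicate 3 201.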

Values the study reported

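The study reported 731 genes that differed between Ptth mutants and wild type at the young age, 129 of them higher and 602 lower in mutants. At the old age it counted 610. With age, 1,220 genes changed in wild type, and for 754 of these no such change was called in mutants (244 higher and 510 lower).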

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

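The splits of the libraries, the tests of the male transcripts and of single libraries behind the immune pattern were chosen after the results were seen, and the test of early embryonic genes before its result but after bnk, Bsg25A, Elba3 and Tom, which it leaves out, had been seen among the falls.

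Age changes differed between genotypes by the interaction test in 18 genes. By the list test the mean interaction was -2.03 for antimicrobial peptides, -1.17 for Bomanins, -0.14 for Imd and Toll components, -0.16 for antiviral genes, -0.20 for heat shock genes, -0.22 for cell cycle genes and -0.12 for germline genes. It was 0.54 for hemocyte markers, 0.43 for digestive enzymes, 0.63 for ecdysteroid synthesis, 0.65 for yolk and eggshell genes, 0.43 for muscle genes, 0.17 for oenocyte genes, 0.22 for fat body genes and 2.52 for male tract genes. None of these lists passed with an estimated correlation. Without the 3 libraries with male transcripts the mean was -1.59 for antimicrobial peptides, -0.95 for Bomanins and 0.39 for yolk and eggshell genes, and it changed sign for cell cycle (0.06), germline (0.01), fat body (-0.10) and male tract genes (-0.12).

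More genes were lower than higher in young mutants (431 against 118). Of these genes 206 (47.8%) were also lower in old mutants, where no library held male transcripts. That argues against male RNA in 3 young libraries as the source of these 206. With those 3 left out 1 young wild type library remained and fewer genes passed, so the share there could not add to this. Of the other 225 genes 50.7% were over 1.5 times higher in wild type young replicate 3 than in both mutant replicates without male transcripts, and 9.78% over 1.5 times higher in Ptth mutant young replicate 1 than in those, so for these male RNA stays open. For part of them early embryos inside young wild type females may be the source. Of 16 early zygotic genes, listed without looking at their values, 12 were higher in every young wild type library than in every young mutant library. The median log2 change of the 16 was -1.38. Chance alone would separate 5% of genes that way, but the share over all genes was not counted. At this age 3700 of 11403 genes had an unadjusted p under 0.05 (limma), so 5% is too low a baseline. Of the 12, fkh, sog and tld were also higher in every old wild type library than in every old mutant library, while halo and tll were near 0 there. Separation alone therefore does not mark embryos. Mating, egg retention and genotype were not tested, and 12 of the 16 genes also had a mean of at least 10 in an old group.

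Antimicrobial peptide genes were lower in old mutants (adjusted p = 0.457 with an estimated correlation), and the list interaction was negative (adjusted p = 0.577 with an estimated correlation). Dependence on 1 library is argued against for the old age: with each of the 6 old libraries left out in turn the list mean stayed at -2.71 or lower. The interaction leaned on Ptth mutant young replicate 1, where AttC had 1819 normalised counts against 186 and 269 in the other 2, and Dro 640.0 against 28.1 and 36.6. Without that library the mean interaction was -1.12 in place of -2.03, and the mean difference between young genotypes -2.24 in place of -1.33. Part of the smaller rise in mutants therefore came from that library, which also held male transcripts, and a negative mean stayed without it. That remaining value lies between the bounds set for either reading, so whether the rest comes from the genotype was not settled.

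Other splits of the libraries were counted for each comparison. With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. The real count of 549 genes at the young age compares with 1486 for the highest other split. That split puts the 3 libraries with male transcripts against the other 3 and points to that structure. Of the 10 splits 2 gave at least 549 genes, the real one included. For the old genotype comparison the real count of 475 compares with 0, for age in wild type 348 with 0, and for age in mutants 206 with 1; in each, 1 split gave as many, the real one. For the interaction 12 of 100 assignments of genotype within age gave at least 18 genes, the real one included, with up to 3703, so chance is not excluded for that count; 8 of them parted the young libraries by male transcripts, which points to that structure, and the highest parted otherwise gave 2002.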

How the results depend on the processing

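Leaving out the 3 libraries with male transcripts, and the settings run for lists other than the immune effectors, were chosen after the data were seen, and the others were planned. The cause of a change was not tested unless stated. The following settings moved a count by over 1.5 times, and the range with 1 replicate left out is given for each count whether or not it moved as far. At the young age between genotypes the count was 234 with only the groups compared in the model, 2635 with library weights, 1007 with no fold threshold and 115 without the libraries with male transcripts, and 297 to 2265 with 1 replicate left out. At the old age it was 834 with library weights and 297 to 512 with 1 left out. For age in wild type it was 1617 with weights, 961 with no fold threshold, 885 with DESeq2 and 264 to 1515 with 1 left out. For age in mutants it was 137 after quantile normalisation, 664 with no fold threshold and 149 to 216 with 1 left out. For the interaction it was 40 with no filter, 3041 with weights, 6 with edgeR, 123 with DESeq2, 6 without the libraries with male transcripts and 4 to 201 with 1 left out. The age overlap was 421 with no fold threshold and 111 to 136 with 1 left out.

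Replicate numbers did not pair the libraries: 4 of 18 same-numbered pairs had a correlation of deviations over 0.1, and 3 of 12 libraries correlated best with their own number. With the replicate block the counts were 506 and 446 for genotype at the young and old age, 336 and 199 for age in wild type and mutants, and 21 for the interaction.

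With an estimated correlation adjusted p for antimicrobial peptides was 0.805 and 0.457 between genotypes at the young and old age, 0.358 and 0.709 with age in wild type and mutants and 0.577 for the interaction; for Bomanins it was 0.720 at the old age, 0.390, 0.680 and 0.577. With fry the antimicrobial list missed the threshold at the young age (0.297), with age in mutants (0.452) and for the interaction (0.451), and the Bomanin list at the old age (0.284), with age in mutants (0.373) and for the interaction (0.521). With 1 replicate left out adjusted p for antimicrobial peptides ran from 1.30e-05 to 0.101 at the young age and from 4.55e-10 to 0.0848 with age in mutants, and for Bomanins in mutants from 1.50e-13 to 0.0848. The Bomanin list at the young age (mean 0.12) passed nowhere. The direction of its test alone turned with fry (adjusted p = 0.972) and the filter of at least 50 (0.806), and that of its mean too with library weights (0.619), without the libraries with male transcripts (0.461) and without wild type young replicate 3 (0.782) or Ptth mutant young replicate 1 (0.0536). It kept its sign without each of the other 4 young libraries, and with 1 left out its adjusted p ran from 0.0536 to 0.981. Ptth, not called, changed sign between young genotypes after quantile normalisation (0.46) and in the interaction with edgeR (0.044), with DESeq2 (0.020), and without wild type young replicate 3 (0.16), Ptth mutant young replicate 1 (0.13) or Ptth mutant old replicate 3 (0.10), within a range from -0.16 to 0.16 with 1 left out. Besides the lists given above for the interaction, those that passed under either setting and whose mean turned were, without the libraries with male transcripts, oxidative phosphorylation between young genotypes (-0.11 to 0.16), with age in wild type cell cycle (0.14 to -0.19), germline (0.04 to -0.14), fat body (-0.21 to 0.15) and photoreceptor and neuron genes (-0.19 to 0.06), and for the interaction photoreceptor and neuron (0.06 to -0.14) and oxidative phosphorylation genes (0.19 to -0.08). After quantile normalisation they were cuticle (-0.52 to 0.59) and ecdysteroid synthesis genes (-0.62 to 0.10) with age in wild type, whose tests kept their direction and missed the threshold, and ribosomal proteins between old genotypes (0.00 to -0.07), the last with camera adjusted p = 0.775 and 3.63e-07. The male tract means turned in each comparison that uses the young groups. Leaving out those libraries leaves 1 young wild type library, so calls of named genes were lost through fewer libraries too. Between young genotypes AttD (-3.18 to -3.34) and Adh (2.26 to 2.63) lost the call although their log2 changes did not shrink. Those of Act88F (-2.59 to -1.97) and spo (-1.01 to -0.67) shrank. Genes near 0 in a group, such as bnk, are limited by depth.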

Other observations

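Some single genes that the report has not described differed. Tep4, a complement-like protein, had 459 ± 94.0 normalised counts in young wild type and 2155 ± 433 in young mutants (2.23 ± 0.22, adjusted p = 1.06e-04), and 695 ± 103 and 2771 ± 832 at the old age (1.96 ± 0.22, adjusted p = 2.49e-04). The prophenoloxidases PPO1 and PPO2, enzymes of melanization made by crystal cells, fell with age in wild type (-3.30 ± 0.22, adjusted p = 4.80e-06 and -3.52 ± 0.21, adjusted p = 1.92e-06) and in mutants (-1.93 ± 0.22, adjusted p = 3.40e-04 and -1.82 ± 0.21, adjusted p = 3.57e-04), and the interaction was not called for either (1.37 ± 0.32, adjusted p = 0.169 and 1.70 ± 0.30, adjusted p = 0.0647). Amy-d, the close paralog of Amy-p, had 9808 ± 3047 in young wild type and 3577 ± 588 in young mutants (-1.42 ± 0.26, adjusted p = 0.00763). At the old age its log2 change between genotypes was -0.75, opposite to the rise of Amy-p. Reads could be split between these copies by the counting, so their single values are uncertain. With the libraries that held male transcripts left out, 1 young wild type library remained. There Amy-d missed the threshold at the young age with a log2 change of -1.25, against -1.42 with all libraries. Tep4 passed at that age (2.39). PPO1 and PPO2 passed with age in wild type (-2.91 and -3.12) and in mutants (-1.88 and -1.76). Tep4, PPO1, PPO2 and Amy-d were chosen after their values were seen.

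ND-B8, annotated as a subunit of respiratory complex I, had 157 ± 30.3 in young wild type and 1.56 ± 0.745 in old wild type, and 233 ± 31.5 and 4.92 ± 6.26 in mutants. When the libraries with male transcripts were left out, 1 young wild type library remained. ND-B8 then missed the threshold with age in wild type and passed in mutants. Its log2 change went from -5.97 to -5.64 in wild type and from -5.99 to -5.93 in mutants. The oxidative phosphorylation list had a median log2 change with age of -0.47 in wild type and -0.48 in mutants.

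Genes changed in the same direction at both ages were tested for a place near Ptth, in a test written before its result was seen. Within 5 Mb of Ptth on 2L 24 of 574 genes were of this kind (4.18%), and elsewhere 246 of 10788 (2.28%), an odds ratio of 1.87 (95% interval 1.17 to 2.88, Fisher's exact test, two-sided p = 0.00689). That meets neither bound set beforehand for a chromosome segment carried over from the mutant stock. Fisher's test takes each gene as a separate draw, so where neighbouring genes change together its interval and p are too narrow. With the libraries that held male transcripts left out, a setting chosen after the data were seen, 9 genes near Ptth and 68 elsewhere were of this kind, and the odds ratio of 2.51 (95% interval 1.10 to 5.09, Fisher's exact test, two-sided p = 0.0152) met the bound for such a segment, so it stays open as a source of part of these genes. Most of them lay outside that window. The share was 4.13% on 2R, the other arm of the same chromosome, and 2.93% on 2L. It was 2.17% on 3R, 1.52% on 3L, 0.99% on X and 0% on chromosome 4. Whether the rest of the chromosome of Ptth carries sequence of the mutant stock was not tested. The paper states that its alleles were backcrossed to a matched wild type before the lifespan analysis.

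Genes changed with age in wild type numbered 348 here. That is lower than the value quoted from the study above. Genes changed with age in wild type alone numbered 215 here. That too is lower than the quoted value. The study kept protein-coding transcripts alone and all gene rows were tested here, so the gene sets differ. That filter takes genes out of the study's lists, so it gives no plain reason for lower counts here. With DESeq2, which the study names, on the recovered reads the counts were 885 and 702. The choice of test thus moved both counts, and they stayed below the quoted values.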
